A study of Mus musculus with 4 samples. Its data were reported in "WNT5A Inhibits Metastasis and Alters Splicing of Cd44 in Breast Cancer Cells" (2013).

How the data were processed

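4T1 is a mouse mammary carcinoma cell line that metastasises readily. Per the labels and the study's methods, 4T1 cells were transduced with a lentivirus that carried the human WNT5A cDNA or with a control vector, and stable lines were selected with Blasticidin. Total RNA from 2 cultures of each line was hybridised to 4 Affymetrix mouse ST 1.0 arrays, 1 array per culture. The study states that the replicates came from separate passages of the lines, so p-values measure the spread between passages of 1 transduced line per group and not between independent transductions. The sources differ on several points: the labels give RNA taken before the cells were confluent, oligo dT priming and RMA, whereas the methods give RNA at confluency, random priming and GC-RMA in GeneSpring. Which description applies to the deposited values stays unknown.

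The deposited table holds log2 values for 28853 probe sets (transcript clusters) on each of the 4 arrays. The authors background-subtracted and normalized the scanner files and, as the values show, centred each row: the median of the 4 arrays was 0 within a tolerance of 1e-06 in all 28853 rows. The centring took away the level of every probe set and left the differences between arrays, whose direction is that of 1-colour signals. The medians of the arrays were -0.0038 for vector 1, 0.0021 for vector 2, -0.0026 for Wnt5a 1 and 0.0050 for Wnt5a 2, and their SDs were 0.174, 0.102, 0.120 and 0.174 in that order. No scanner files were used here, and signal over background could not be read from centred values. The number of arrays limits the precision.

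Gene names came from the platform annotation. It gave 1 gene symbol for 21789 probe sets, several for 1621 and none for 5443, and no gene was named from a probe set with several. The Entrez identifiers of 21698 of the 21789 were found in a mouse gene table of assembly GRCm38.p6, and no symbol needed an update. The sources name no genome build for the array, so no coordinates are given.

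Samples were grouped by their titles into vector and Wnt5a, with 2 arrays in each. The comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, 2-sided) over all probe sets. The prior had 2.56 degrees of freedom beside 2 residual degrees of freedom. Probe sets were also counted at the size and p thresholds the study states, a fold of at least 2 and an unadjusted p under 0.05. For gene lists, all probe sets of a gene were averaged, which gave 19938 genes, of which 999 had over 1 probe set, and the same fit was run on these. Each of 23 lists was tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 23 lists. Each list was also tested with an estimated correlation and with fry. Fry tests whether the genes of a list move on balance one way, and its mixed version whether they change in either direction. Neither compares the list with other genes.

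The test, the lists, the alternatives and the rule for named genes were chosen before the data were examined, but after the paper and its tables of these arrays had been read. The rule names Wnt5a, the 15 genes lowest and the 10 genes highest in WNT5A expressing cells, a fixed set the study discusses (Mmp13, Nos2, Il1a, Cxcl1, Lamb3, Cd44, Esrp1, Rbfox2 and Cdh1) and the 4 members of each list with the largest absolute log2 change. The 15 and 10 were to pass the adjusted p with separated groups. As none did, all of these places went to probe sets with an unadjusted p under 0.05 whose groups did not overlap. Genes outside the rule are said to be so.

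Several planned steps needed the level of a probe set and were not run: the filter at the 20th percentile of mean signal, an alternative filter at the 50th percentile, an intensity trend in eBayes and the choice of the brightest probe set per gene. All probe sets were therefore kept and the mean per gene was used. Alternatives that were run were a replicate block, centring of each array on its median, quantile normalization and leaving out each array in turn. Others were the t-test named by the study, probe sets with 1 symbol, a fold of 1.5, and the lists without its cell movement genes. A robust eBayes fit and the first probe set of each gene were added after seeing the data.

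The procedure was tested on simulated data for this comparison with 28853 rows, of which 200 were changed, in 10 simulations. At a log2 size of 1, 98.8% of changed rows had an unadjusted p under 0.05 and 76.5% passed the adjusted p. At a log2 size of 2, these shares were 99.8% and 96.9%. The real 2-fold probe sets varied more between replicates than all probe sets (root mean square SD 0.319 against 0.120). The simulated shares may therefore not hold for them. Of the unchanged rows, 4.93% had an unadjusted p under 0.05. For lists of 30 among 19938 simulated genes, camera called 100 of 100 lists shifted by 0.3 on the log2 scale and 2 of 100 unshifted lists. The simulated genes varied independently, so this does not show how camera fares with correlated genes.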

Results

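To find out which transcripts differed between WNT5A expressing and control breast cancer cells, gene expression was measured on 4 mouse ST 1.0 arrays, 2 with RNA from 4T1-vector cells and 2 with RNA from 4T1-WNT5A cells. The values were log2 signals of 28853 probe sets, each centred on its median over the arrays, so only differences between arrays could be read. The number of arrays limits the precision of every value below. All changes are given as 4T1-WNT5A relative to 4T1-vector, with n = 2 per group.

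The transduced gene was examined first. The mouse Wnt5a probe set was 1.18-fold higher in WNT5A expressing cells, a log2 change of 0.24 with an SE of 0.077. Its values were -0.0831 and -0.236 in vector cells and 0.0856 and 0.0831 in WNT5A expressing cells. The difference did not pass limma's adjusted p (0.231). The transgene was the human cDNA, which a mouse probe set can miss, so this probe set is a weak check of the labels.

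The 15 lowest and 10 highest genes in WNT5A expressing cells, among probe sets with 1 gene symbol, were examined next. Genes without such a probe set, among them Cd38 and Enpp2 of the study's table, could not be ranked. Cck, which encodes the peptide hormone cholecystokinin, was 7.80-fold lower (log2 change -2.96, SE 0.23). Carbonic anhydrase 9 (Car9) was 4.61-fold lower (SE of the log2 change 0.43), inducible nitric oxide synthase (Nos2) 4.57-fold lower (SE 0.30), the collagenase Mmp13 4.56-fold lower (SE 0.094) and interleukin 1 alpha (Il1a) 4.32-fold lower (SE 0.20). The natriuretic peptide gene Nppb was 4.22-fold lower and the laminin chain gene Lamb3 was 3.37-fold lower. The other genes among the 15 lowest were Bnip3, Cd68, Ndrg1, Isg20, Upp1, Ero1a, Mettl7b and Txnip, from 3.48-fold lower for Bnip3 to 2.77-fold lower for Txnip. At the other end, the lens crystallin gene Crybb1 was 5.65-fold higher (SE of the log2 change 0.25). The amino acid transporter genes Slc7a5 and Slc1a5 were 3.32-fold and 2.78-fold higher, and Mthfd2, an enzyme of mitochondrial folate metabolism, was 3.24-fold higher. Asns, Trib3, Chac1, Taf1d, Atf4 and Psat1 followed, from 2.56-fold higher for Asns to 2.27-fold higher for Psat1.

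In all, 153 probe sets were at least 2-fold different at an unadjusted limma p under 0.05. Of these, 126 were lower and 27 were higher in WNT5A expressing cells, and 118 of them had 1 symbol, for 114 genes. No probe set passed limma's adjusted p over all 28853 (lowest 0.0862). At an unadjusted p under 0.05 there were 4923 probe sets, 3031 lower and 1892 higher, where chance alone gives 1443. The methods' t-test passed 1 probe set after adjustment, that of Phf11a with a log2 change of 0.12, a gene outside the rule for named genes that was chosen after its value was seen. In the fit over genes, 9 of 19938 passed limma's adjusted p, all of them lower: Csf3, Gpa33, Gstt1, Havcr2, Lamb3, Mmp10, Mmp13, Nppb and Prss22. Each of them has 1 probe set, so averaging left their own values unchanged. A fit over probe sets with 1 symbol, without averaging, passed 7, all of them of these genes. In the fit over genes the 9 fell 2.05-fold (Gpa33) to 4.56-fold (Mmp13), with adjusted p from 0.0350 to 0.0482. Gpa33, Havcr2 and Prss22 lie outside the rule for named genes and were chosen after their values were seen. Each array was then left out in turn, which left 1 array alone in its group and fewer residual degrees of freedom. The loss of adjusted calls in these fits therefore cannot show that the 9 genes depended on a single array. The 2-fold count varied with the array left out. No gene passed without any 1 of the arrays, and the 2-fold count was 101 without vector 1, 273 without vector 2, 238 without Wnt5a 1 and 96 without Wnt5a 2. After quantile normalization 1000 probe sets and 1111 genes passed, and the 2-fold count was 78 lower and 41 higher, or 65.5% lower against 82.4% as deposited. With the replicate numbers as a block, 235 probe sets and 610 genes passed.

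**Figure D1:**
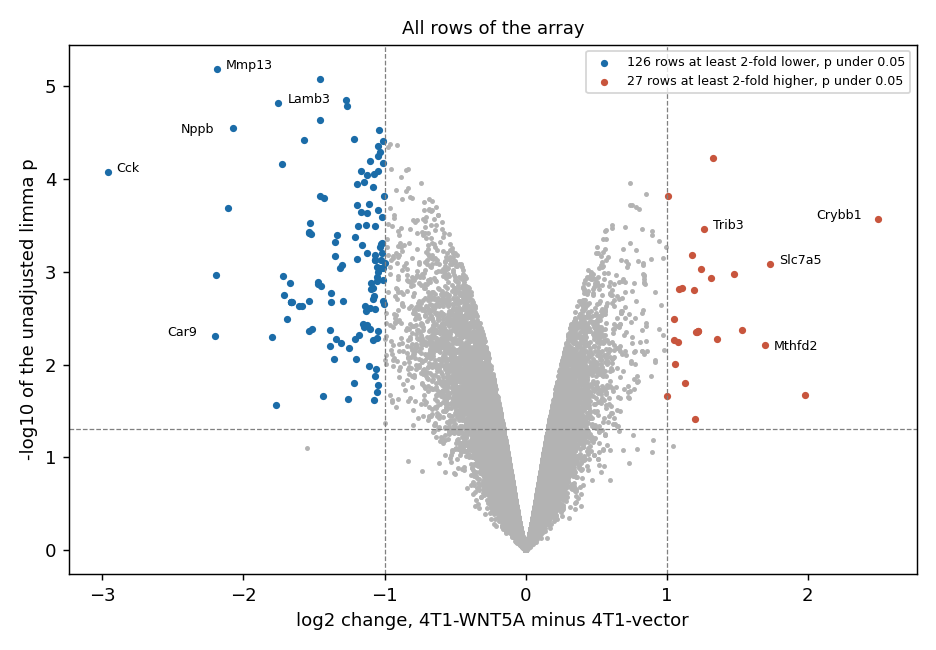
Each point is 1 of the 28853 probe sets, with the log2 change (4T1-WNT5A minus 4T1-vector) on the x axis and -log10 of the unadjusted limma p on the y axis. The 126 probe sets at least 2-fold lower outnumber the 27 at least 2-fold higher, and the dashed lines mark a fold of 2 and a p of 0.05.

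**Figure D2:**
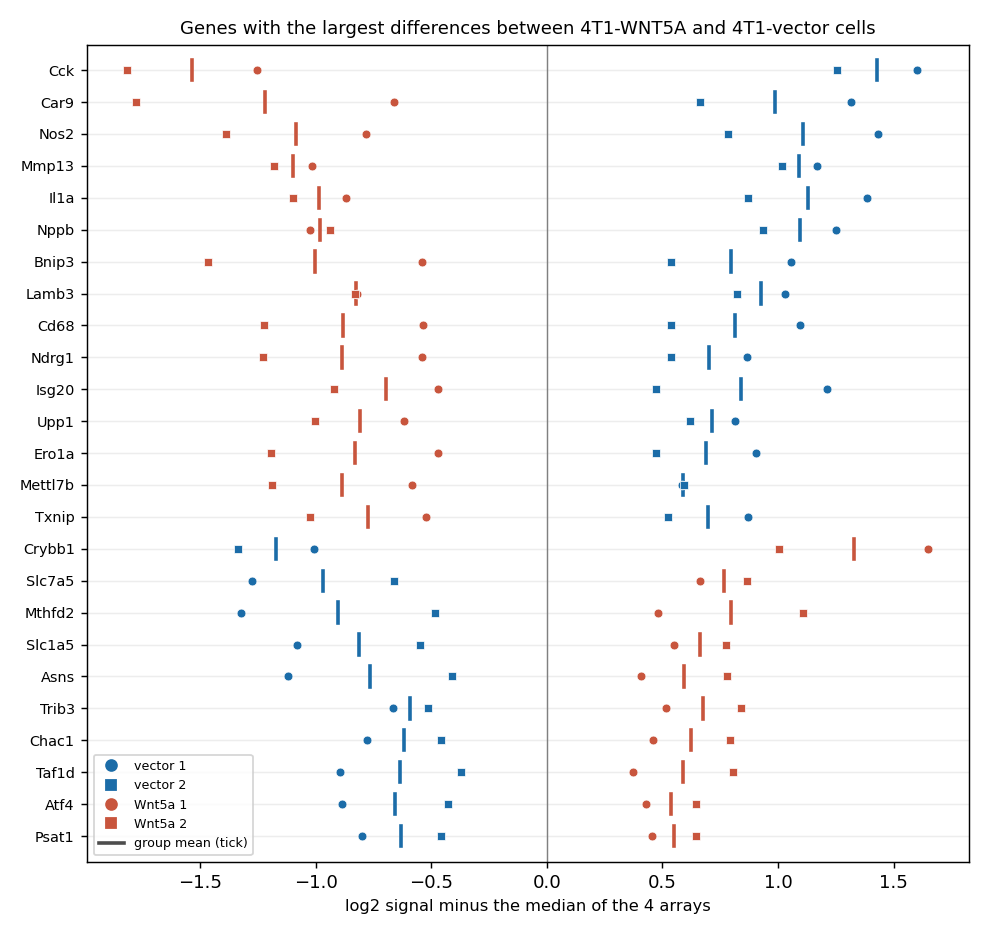
Log2 signal minus the median of the 4 arrays (x axis) for the 15 lowest and 10 highest genes (y axis), with 1 point per array and a tick at the mean of each group of 2. The groups do not overlap in any of these genes, which was a condition of their choice, and in Car9 the vector arrays lie at 1.31 and 0.66 and the WNT5A arrays at -0.66 and -1.78.

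Genes for chemokines, matrix proteases and laminins were examined as groups, since the study asked whether WNT5A acts on cell movement. Of 41 chemokine and cytokine genes, 18 fell, adjusted over the list alone, and none rose (23 did not pass). Over all genes, 1 passed, Csf3. Il1a fell 4.32-fold, the neutrophil chemokine genes Cxcl5 and Cxcl1 fell 2.52-fold and 2.12-fold, and the growth factor gene Csf3 fell 2.33-fold. The median log2 change of the list was -0.18 (camera adjusted p = 1.21e-06, and adjusted p = 0.377 with an estimated correlation). Without the study's cell movement genes the median was -0.11 (camera adjusted p = 0.000193). Of 37 genes for matrix proteases and their inhibitors, 14 fell, adjusted over the list alone, and none rose. Mmp13 and Mmp10, which also passed over all genes, fell 4.56-fold and 2.74-fold, and the cathepsin gene Ctsl and the membrane protease gene Adam8 fell 2.27-fold and 2.11-fold. The median was -0.23 (camera adjusted p = 1.92e-05, and adjusted p = 0.377 with an estimated correlation). It was -0.14 without the study's cell movement genes (camera adjusted p = 0.000452). Of 34 laminin, basement membrane and integrin genes, 9 fell, adjusted over the list alone. Lamb3 fell 3.37-fold and Lama3 2.15-fold, 2 chains of the epithelial laminin 332, and the integrin genes Itgb7 and Itga1 fell 2.06-fold and 1.72-fold. This list passed with a median of -0.056 (camera adjusted p = 0.00278, and adjusted p = 0.389 with an estimated correlation), but not without the 3 members that the study's table holds (adjusted p = 0.0773).

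Of the 23 cell movement genes in the study's table, 18 had a probe set of their own, and these 18 fell, adjusted over the list alone, while 4 passed over all genes. The other 5 had no probe set with that symbol alone. Among them was Cd38, which the study's table gives as higher. The median log2 change was -1.28 (camera adjusted p = 1.81e-25, and adjusted p = 0.377 with an estimated correlation). The study chose these genes on RNA of these samples, so their direction is not independent evidence.

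Hypoxia and glycolysis genes were lower in WNT5A expressing cells in every one of the 34 members measured, with a median log2 change of -0.53. Adjusted over the list alone 23 fell, and over all genes none passed limma's adjusted p. Car9 fell 4.61-fold, the mitophagy receptor gene Bnip3 3.01-fold over its 2 probe sets, and the prolyl hydroxylase gene P4ha1 2.22-fold, and Ndrg1 fell with a log2 change of -1.58. Camera gave an adjusted p of 1.29e-13, and adjusted p = 0.389 with an estimated correlation. The replicates of a group also differed in these genes. The median of the list was 0.231 and 0.144 on the vector arrays and -0.161 and -0.492 on the WNT5A arrays.

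Interferon response, lysosomal and oxidative stress genes were lower as groups too. Of 37 interferon response genes, 20 fell and 4 rose, adjusted over the list alone (median -0.45, camera adjusted p = 6.83e-07, and adjusted p = 0.446 with an estimated correlation). The list's median was 0.399 and 0.113 on the vector arrays and -0.125 and -0.273 on the WNT5A arrays. Usp18 fell 2.27-fold, Ifi202b 2.25-fold, Ifit1 2.10-fold and Ifi205 2.09-fold. Of 45 lysosomal genes, 25 fell and 1 rose (median -0.35, camera adjusted p = 1.49e-10, and adjusted p = 0.408 with an estimated correlation). The array medians of this list were 0.183 and 0.126 in vector cells and -0.0997 and -0.356 in WNT5A expressing cells. The hexosaminidase gene Hexa fell 2.49-fold, Ctsl 2.27-fold, the proton pump subunit gene Atp6v1d 2.08-fold and the cholesterol carrier gene Npc2 1.85-fold. Of 38 NRF2 and oxidative stress genes, 15 fell and 3 rose (median -0.20, camera adjusted p = 1.92e-05, and adjusted p = 0.389 with an estimated correlation). Here the array medians were 0.0997 and 0.122 in vector cells and -0.0585 and -0.194 in WNT5A expressing cells. Txnip, an inhibitor of thioredoxin, fell 2.77-fold, glutaredoxin (Glrx) 2.55-fold, Gstt1 2.41-fold and the sulfide oxidase gene Sqor 2.29-fold. Markers of macrophages and leukocytes, which express interferon response, cytokine and lysosomal genes, were set beside these groups. Of 31 such markers 2 fell, Cd68 by 3.23-fold and S100a8 by 1.35-fold, and 29 did not pass. Cd14 had a log2 change of -0.28 and Cd3e of 0.27. The list did not pass (camera adjusted p = 0.311), and its median (0.021) and mean (-0.026) differed in sign.

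Epithelial genes were lower as a group by camera at the preset correlation, and the mesenchymal list did not pass. The lists were not tested against each other, and a list that did not pass may still be shifted. Of 40 epithelial junction and keratin genes, 12 fell and 1 rose, adjusted over the list alone (median -0.18, camera adjusted p = 9.68e-05, and adjusted p = 0.389 with an estimated correlation). Krt19 fell 2.48-fold, the desmosome gene Dsp 2.10-fold, the claudin gene Cldn4 1.80-fold and the junctional adhesion gene F11r 1.62-fold. Cdh1, which encodes E-cadherin, fell 1.51-fold (log2 change -0.60, SE 0.12), and the epithelial splicing regulator gene Esrp1 fell 1.49-fold (SE 0.087), both adjusted over the epithelial list alone. The study saw flat, cobblestone-like cells outlined by E-cadherin staining in the WNT5A line, and disorganized staining in the vector line. It proposes a more normal epithelial phenotype. Transcript levels do not show where a protein lies, so the lower Cdh1 cannot decide that question. Of 28 mesenchymal genes, 4 fell, adjusted over the list alone: Tnc by 1.88-fold, S100a4 by 1.78-fold, Tgfbi by 1.74-fold and Col6a1 by 1.39-fold. The list did not pass (camera adjusted p = 0.483), with a median of 0.048 against a mean of -0.088. Fibroblast and endothelial markers did not pass either (camera adjusted p = 0.894, median 0.012, mean -0.0032). Of 24, 1 fell, Flt1 by 1.46-fold, while Col6a3, Dcn and Kdr had log2 changes of 0.21, -0.18 and 0.14.

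Cd44, the adhesion molecule whose splicing the study followed, was examined at the level of the whole gene, as these values do not resolve exons. It fell 1.69-fold (log2 change -0.76, SE 0.11), adjusted over the list of canonical Wnt targets alone. The splicing factor gene Rbfox2 had a log2 change of -0.18 (SE 0.072) and did not pass limma's adjusted p (0.308). No member of 49 splicing regulators passed, adjusted over the list alone, and the list did not pass (median 0.13, camera adjusted p = 0.122). Its largest log2 changes were 1.00 for Srsf1, 0.75 for Hnrnpd, 0.60 for Srsf3 and 0.60 for Srsf2. It passed without vector 2 (adjusted p = 0.00618) and without Wnt5a 2 (adjusted p = 0.00866) and turned to lower without Wnt5a 1 (adjusted p = 0.973).

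Genes of amino acid supply were higher in WNT5A expressing cells. Of 36 genes of the ATF4 and amino acid response, 23 rose and 2 fell, adjusted over the list alone, and none passed limma's adjusted p over all genes. The transporter genes Slc7a5 and Slc1a5 rose 3.32-fold and 2.78-fold, Mthfd2 rose 3.24-fold and asparagine synthetase (Asns) rose 2.56-fold. The array medians of this list were -0.254 and -0.242 in vector cells and 0.221 and 0.426 in WNT5A expressing cells. Atf4, the transcription factor gene itself, rose 2.29-fold (log2 change 1.19, SE 0.18). The median was 0.58 (camera adjusted p = 1.29e-13, and adjusted p = 0.389 with an estimated correlation). Of 18 cytosolic aminoacyl-tRNA synthetase genes, which charge tRNAs with amino acids, 13 rose and none fell. Mars1 rose 2.07-fold, Iars 1.83-fold, Nars 1.81-fold and Tars 1.63-fold, with a list median of 0.33 (camera adjusted p = 1.49e-10, and adjusted p = 0.389 with an estimated correlation).

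Smaller shifts were seen in genes of growth and of RNA. Of 39 proliferation genes, 3 rose, adjusted over the list alone: the thymidylate synthase gene Tyms by 1.89-fold and the replication genes Gins1 by 1.81-fold and Cdc6 by 1.77-fold. Rrm2 had a log2 change of 0.52 and did not pass. The list passed with a median of 0.11 (camera adjusted p = 0.0173, and adjusted p = 0.626 with an estimated correlation), but not without Wnt5a 1 (adjusted p = 0.618). Of 20 cholesterol synthesis genes, 4 rose, among them Cyp51 by 1.65-fold, Insig1 by 1.46-fold and Hsd17b7 by 1.28-fold, while Lss had a log2 change of 0.62 and did not pass. This list had a median of 0.11 (camera adjusted p = 0.00828, and adjusted p = 0.568 with an estimated correlation) and did not pass without Wnt5a 1 (adjusted p = 0.291). Of 22 replication-dependent histone genes, 11 rose and 1 fell (median 0.26, camera adjusted p = 6.83e-07, and adjusted p = 0.377 with an estimated correlation). H4c6 rose 1.86-fold, H2ac15 1.64-fold and H4c14 1.54-fold, and H2bc4 fell 2.10-fold. Histone genes are near-identical copies whose probes can cross-hybridise. Small nuclear and nucleolar RNA genes were higher as a group (median 0.11, camera adjusted p = 0.00240, and adjusted p = 0.377 with an estimated correlation), but none of the 59 passed, adjusted over the list alone. Snora7a and Snord104 had log2 changes of 0.52 and 0.50, and Snord16a and Snord57 of -0.55 and -0.50. Of 61 ribosomal protein genes, 1 fell, Rpl24 by 1.64-fold, and the list was lower (median -0.16, camera adjusted p = 9.68e-05, and adjusted p = 0.408 with an estimated correlation). Rpl36, Rpl22 and Rpl12 had log2 changes of -0.76, -0.57 and 0.65.

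Neither of the lists of Wnt pathway genes passed camera's adjusted p. Of 24 canonical Wnt targets, 5 fell, adjusted over the list alone, among them Cd44 by 1.69-fold, the Wnt inhibitor gene Notum by 1.69-fold, Sox9 by 1.43-fold and Myc by 1.32-fold, and none rose. The list's median was 0.062 and its mean -0.047 (camera adjusted p = 0.973). Of 38 non-canonical Wnt and planar polarity genes, 5 fell and 3 rose, adjusted over the list alone. The kinase genes Camk2d and Prkca fell 1.85-fold and 1.51-fold, the small GTPase gene Cdc42 fell 1.61-fold, and the receptor gene Fzd6 rose 1.63-fold. The median was 0.014 and the mean -0.031 (camera adjusted p = 0.973). Of 22 p53 targets, 1 fell, the desmosome-associated gene Perp by 1.61-fold. Trp53inp1, Plk2 and Sesn2 had log2 changes of -0.95, -0.83 and 0.62 and did not pass, adjusted over this list alone, and the list did not pass either (camera adjusted p = 0.0996), although it passed without vector 2 (adjusted p = 0.0282).

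Of the 23 lists, 16 passed camera's adjusted p at the preset correlation, 10 of them lower and 6 higher in WNT5A expressing cells. None of the 16 passed with an estimated correlation, nor by fry's adjusted p, although 9 lists had a fry p under 0.05 before adjustment. Correlation between genes cannot alone account for the first result. The cytokine and small RNA lists had estimated correlations of -0.0022, below the preset 0.01, and the rest of the 16 had higher ones. The unadjusted camera p of these 2 lists still rose, from 4.20e-07 to 0.0268 and from 0.00136 to 0.0565. With 2 residual degrees of freedom, failing with an estimated correlation does not show that a list was unshifted. By fry's mixed test 19 passed after adjustment.

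**Figure D3:**
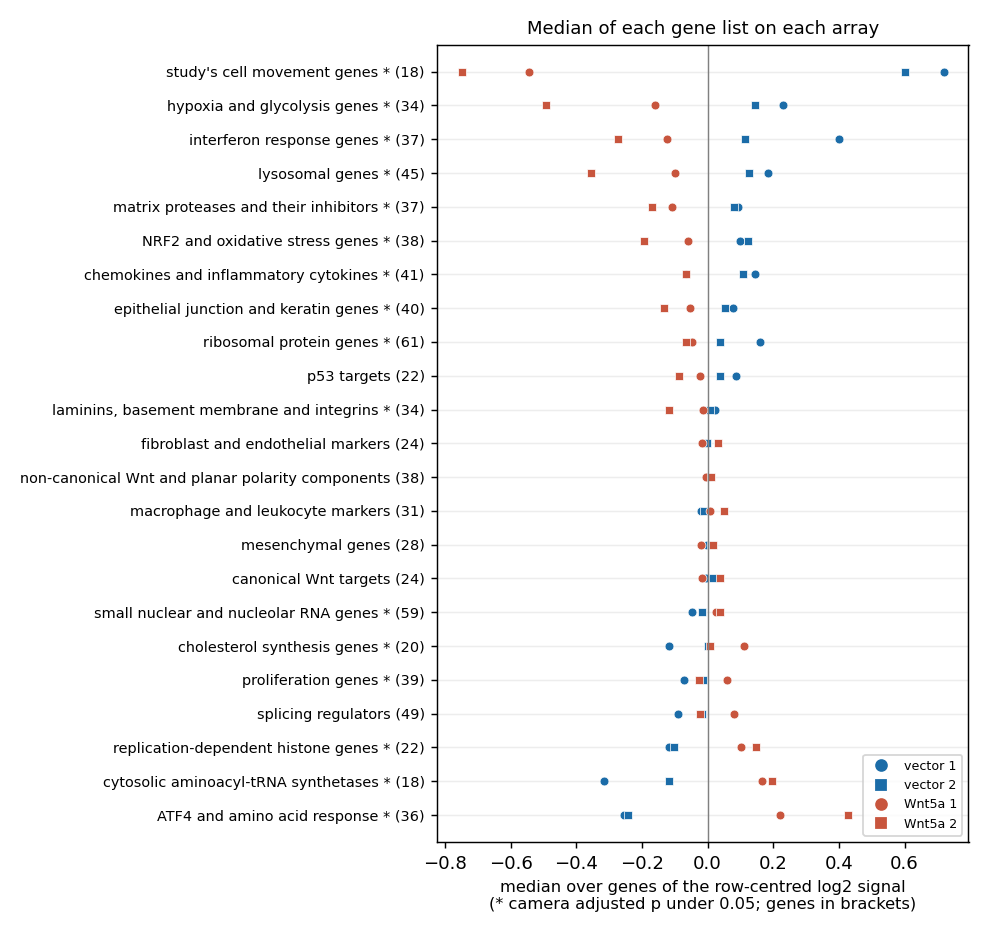
Median over the genes of each list (y axis, genes in brackets) of the row-centred log2 signal on each array (x axis), with 1 point per array. An asterisk marks the 16 lists past camera's adjusted p of 0.05, and the hypoxia and glycolysis list runs from 0.231 on vector 1 to -0.492 on Wnt5a 2.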

Values the study reported

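On the arrays, the study reported 96 genes at least 2-fold lower in WNT5A expressing cells at a t-test p under 0.05, and 28 genes that were higher. Its pathway analysis put 29 of 153 array genes in cell movement, 23 of which it also found by RNA sequencing. It gave an array fold change of −4.563 for Mmp13, −4.574 for Nos2, −4.319 for Il1a, −2.119 for Cxcl1 and −3.37 for Lamb3, and one of 2.513, an increase, for Cd38. It found the growth of vector and WNT5A 4T1 cells, by cell counts over 8 days, to be similar (F-test, p = 0.4806).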

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

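Whether the replicate numbers in the titles pair the samples is unknown, so the main fit did not pair them. There are 2 pairs, and no source ties a number to a shared batch. Deviations of same-numbered arrays correlated at 0.159 over probe sets. With a replicate block, 235 probe sets (196 lower) and 610 genes passed limma's adjusted p, the p53 targets passed (adjusted p = 0.0272) and the canonical Wnt targets turned to higher (0.999). It changed no other list's call. Quantile normalization, which by its construction gives the arrays 1 spread, gave 1000 probe sets and 1111 genes past the adjusted p and 2-fold counts of 78 lower and 41 higher, of which 104 probe sets were shared with the 153, and turned the non-canonical Wnt list to higher (0.936). Centring the arrays on their medians kept the 2-fold count at 153, with 7 genes past the adjusted p, and changed no list's call. The methods' t-test gave 2685 probe sets at p 0.05, 97 at 2-fold (12 higher), and 1 probe set and 1 gene after adjustment. With probe sets of 1 symbol alone, 7 passed the adjusted p in a new fit. At 1.5-fold there were 850 probe sets, 665 lower and 185 higher. The causes were not tested.

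Leaving out each array in turn leaves 1 array alone in its group, which is then assumed to vary like the other group. The 2-fold count ran from 96 to 273 (74 to 209 lower, 14 to 64 higher), the count at p 0.05 from 2553 to 5506, and the genes past the adjusted p were 0 each time. Adjusted p of lists that changed side or direction ran from 0.00618 to 0.973 for splicing regulators, 0.0282 to 0.287 for p53 targets, 0.194 to 0.973 for mesenchymal genes, 0.589 to 0.861 for canonical Wnt targets, 0.861 to 0.996 for non-canonical Wnt genes, 0.246 to 0.935 for fibroblast and endothelial markers, 0.000639 to 0.618 for proliferation genes and 0.000283 to 0.291 for cholesterol synthesis genes. Reversed directions were those of non-canonical Wnt genes without vector 1 (0.996) and without Wnt5a 2 (0.962), canonical Wnt targets without vector 2 (0.861) and Wnt5a 1 (0.674), mesenchymal genes and splicing regulators without Wnt5a 1 (0.973 for both), and fibroblast and endothelial markers without Wnt5a 2 (0.443). The causes were not tested.

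With an estimated correlation no list passed. Adjusted p was 0.377 for the study's cell movement, cytokine, protease, histone and small RNA lists, 0.389 for the laminin, epithelial, ATF4, tRNA synthetase, hypoxia and NRF2 lists, 0.408 for lysosomal and ribosomal genes, 0.446 for interferon, 0.568 for cholesterol and 0.626 for proliferation genes. By fry, adjusted p was 0.0568 for the cell movement, cytokine and protease lists, 0.0900 for histones and small RNAs, 0.104 for laminins and tRNA synthetases, 0.122 for the epithelial and ATF4 lists, 0.136 for hypoxia, 0.153 for lysosomal, NRF2 and ribosomal genes, 0.184 for interferon, 0.321 for proliferation and 0.328 for cholesterol genes, and fibroblast and endothelial markers turned to lower (0.758). Without the study's cell movement genes, the laminin list did not pass (0.0773). Both were added after seeing the data: the robust eBayes fit, run for counts and named genes, moved no count beyond 1.5 times, and the first probe set of each gene, run for lists, changed no list's call.

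None of the 104 named genes changed direction after quantile normalization. The 4 arrays can be split into 2 pairs in 3 ways, too few for a share under 0.05. The real split had 4923 probe sets at p 0.05 and the highest other split 657. The percentile filters, the intensity trend and the brightest probe set per gene were not run, because the centred values hold no level, and signal over background is unknown.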

Other observations

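The family tests, the replicate tests and the histone tests below were chosen only after the data or the result had been seen. To look for gene groups not fixed beforehand, the 19938 genes were grouped into 309 families of at least 8 genes by the stem of their symbol, and camera with its preset correlation was run on each, with Benjamini-Hochberg adjustment over the 309. Of these, 14 passed, 11 lower and 3 higher in WNT5A expressing cells, and none passed with an estimated correlation (adjusted p = 0.957). All genes named in this paragraph and the next were chosen after their values were seen. Annexin genes, whose proteins bind membranes in the presence of calcium, were lower in 11 of 12 cases, with a median log2 change of -0.34 (adjusted p = 0.00129). Anxa8 fell 1.89-fold, Anxa4 1.64-fold, Anxa2 1.39-fold and Anxa11 1.39-fold, adjusted over the family alone. Guanylate-binding protein genes, which interferon induces and which the interferon list partly holds, were lower in 7 of 8 cases (median -0.52, adjusted p = 0.0123). Genes of the ESCRT-III membrane scission machinery (Chmp) were lower in 8 of 10 cases (median -0.31, adjusted p = 0.0183), with Chmp5 1.70-fold and Chmp2a 1.59-fold lower. These 3 families passed without any 1 of the arrays and after quantile normalization.

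Among the other families that passed, some are named for membrane traffic, a theme gathered by hand and not tested. Outside it, Rpl, Rap, Kdm and Ift genes were lower (adjusted p = 0.00333, 0.0183, 0.0190 and 0.0386 in that order). The Rap, Kdm and Ift genes did not pass without Wnt5a 2. The Ift genes also did not pass without vector 1, without vector 2 or after quantile normalization (adjusted p = 0.0619). The Rpl genes passed in each of these settings. Snora genes were higher (adjusted p = 0.0107). The related Rps genes (median -0.031, adjusted p = 0.645) and Snord genes (median 0.061, adjusted p = 0.521) did not pass. The related families were not tested against each other. Sorting nexin genes were lower in 24 of 30 cases (median -0.16, adjusted p = 0.0260), Vps genes, most of them of endosomal sorting but among them the chromatin gene Vps72, in 26 of 35 (median -0.12, adjusted p = 0.0183), Trappc genes of vesicle tethering in 14 of 15 (median -0.23, adjusted p = 0.0190) and Atg genes of autophagy in 14 of 18 (median -0.16, adjusted p = 0.0271). None of these passed without Wnt5a 2 (adjusted p = 0.293, 0.355, 0.271 and 0.0901 in that order). The first 3 did not pass without vector 1 either (0.0767, 0.0951 and 0.0529), nor did the Atg genes without vector 2 (0.0600). Further families of membrane traffic did not pass with all arrays: Rab (adjusted p = 0.178), Stx (0.172), Exoc (0.294), Arl (0.757), Sec (0.815) and Tmed (0.948). Frizzled genes, which encode Wnt receptors, were higher in 10 of 11 cases (median 0.23, adjusted p = 0.0190). Fzd6 rose 1.63-fold, Fzd1 1.40-fold and Fzd2 1.34-fold, adjusted over the family alone. The family includes Fzd10os, an antisense gene, and did not pass without Wnt5a 1 (adjusted p = 0.0619). Nucleoporin genes were higher in 16 of 20 cases (median 0.17, adjusted p = 0.0288) and did not pass without Wnt5a 1 (adjusted p = 0.207) or without vector 1 (adjusted p = 0.0797).

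The t-test named by the study was run at a fold of 2 and an unadjusted p under 0.05, with no percentile filter. It gave 85 probe sets that were lower and 12 that were higher in WNT5A expressing cells, where limma gave 126 and 27. Both t-test counts are of probe sets and are lower than the gene counts quoted from the study above, by more for the higher ones.

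In the hypoxia and glycolysis list the median of the gene-by-gene differences was 0.132 for vector 1 minus vector 2 and 0.352 for Wnt5a 1 minus Wnt5a 2, both above all of 10000 random lists of the same size. These medians lay at percentiles from 99.5 to 100 in both pairs for the interferon (0.251 and 0.128), lysosomal (0.048 and 0.222), NRF2 (0.058 and 0.152) and study's cell movement lists (0.129 and 0.153), below all random lists in both pairs for the ATF4 list (-0.107 and -0.201), and far out with opposite signs for splicing regulators (-0.091 and 0.142), cholesterol synthesis genes (-0.160 and 0.121) and proliferation genes (-0.092 and 0.078). After quantile normalization the Wnt5a median of the hypoxia list was 0.183 and still above all random lists, while the vector median was 0.040, at the 95.7th percentile. Unequal spread of the centred values alone thus did not account for the Wnt5a median, but may account for the vector median. The step cannot undo scaling of the original signals, whose level is lost. Random lists hold genes that need not vary together, unlike the hypoxia list (estimated correlation 0.466). Scaling of the arrays therefore stays open. One graded difference that carried every group difference in the same proportion would give equal slopes of the summed within-group difference on the group difference. The slopes were -0.41 (95% bootstrap interval -0.57 to -0.29) in the cytokine list and -0.84 (-0.97 to -0.75) in the hypoxia list. The intervals resample genes measured on the same arrays, so they hold no spread between cultures. These lists were also set side by side after the data had been seen. The slopes therefore cannot decide whether the proportion was equal. Slopes were negative in every list, from -0.17 (-0.59 to 0.16) in canonical Wnt targets to -0.97 (-1.18 to -0.74) in p53 targets. The same arrays enter both differences. Over all probe sets, vector 1 minus vector 2 correlated with the group difference at -0.465, and Wnt5a 1 minus Wnt5a 2 at -0.317. A negative relation was therefore not particular to the lists, and no slope for unchanged genes was computed. A graded difference shared in full or in part stays open. Oxygen or density of the cultures could set the hypoxia genes in part, but neither is recorded per array, the pattern was not limited to these genes, and a difference between the lines due to WNT5A itself cannot be told apart from it.

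Replication-dependent histone genes were higher in WNT5A expressing cells, with a median log2 change of 0.26 (95% bootstrap interval 0.12 to 0.39). The list did not pass with an estimated correlation (adjusted p = 0.377) or by fry (adjusted p = 0.0900). Whether more cells were in S phase stays open. The median of 20 other S phase genes was 0.33, with 16 higher and 4 lower. Of the other 19 proliferation genes, 7 were higher and 12 lower. The S phase genes were picked after their values were seen, so this decides nothing. The whole proliferation list did not pass without Wnt5a 1 (adjusted p = 0.618). Labelling of RNA without a poly(A) tail stays open too, because the small nuclear and nucleolar RNA genes had a median of 0.11, below the histone interval, with an interval of its own (0.048 to 0.17) that overlaps it.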
